A study of Mus musculus and Mus musculus
Heligmosomoides polygyrus bakeri with 12 samples.

How the data were processed

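MODE-K cells, a line of mouse intestinal epithelial cells, were incubated with or without extracellular vesicles released by the intestinal nematode Heligmosomoides bakeri, and the small RNA of the washed cells was sequenced. Per the labels' protocols, vesicles were given at 2.5 µg per 50000 cells and left for 4 h or 24 h. Per the labels' protocols, total RNA was treated with a 5' polyphosphatase, libraries were made with the CleanTag kit and 18 cycles of amplification, products of 140 to 170 bp were kept, and single-end reads of 50 bp were taken on an Illumina HiSeq. The polyphosphatase leaves a monophosphate at the 5' end, so that small RNAs that carry a triphosphate can also be ligated and read. No molecular identifiers are mentioned in the labels, so reads were not assumed to be separate molecules, and every interval and every limit given for a count of 0 covers counting error only.

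The labels list 12 samples, 3 in each of 4 groups. The deposited count table holds 11 columns, which were matched to sample titles by treatment, time and number, with the abbreviation for a negative sample read as the untreated control. Replicate 1 of the 24 h control was not analysed here, so that this group had 2 libraries and the 24 h permutation tests had fewer arrangements than planned. The deposited values are raw counts of reads per distinct sequence of 18 to 30 nt, without normalization, and replicates were not pooled. Another deposited table, which holds words and no numbers, gives each sequence to mouse, to the parasite or to both organisms. These classes are called host-only, parasite-only and shared here. Adapter trimming, the aligner, the genome builds, the mismatches allowed and the handling of the control libraries when the classes were assigned are not given in the sources used here. What the authors did can therefore be read only from the values. The most abundant host-only sequence, TGAGGTAGTAGGTTGTATGGTT, had 7177190 reads, and only 2 of its 66 possible 1-substitution forms were in the deposited count table, so that few misread copies of it are in the table, as a demand for exact genome matches would give. A read of mouse origin that matches only the parasite's genome would then be counted as parasite-only, and a read with a base added after transcription would be lost or placed in another class.

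The count table also repeated counts. Where an 18 to 29 nt sequence was the start of 1 longer sequence present in the same library, its count was equal to that of the longer sequence far more often than for sequences sharing a 3' end. Such cells made up 17.3% to 24.6% of the cells above 0 per library and 2.13% to 8.57% of the reads. Counts were used as deposited, and a fit without these cells was added as an alternative after the data had been examined. The scan for such cells was tested on simulated data for 554422 sequences in 1 library, where it recovered 100% of 17436 planted copies and falsely marked 2070 other cells.

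Shares of each class were computed per library with 95% Wilson intervals, and a class with no reads was given a limit of 3 counts of the library's total. Shares were compared with two-sided exact permutation tests of the difference of means, separately at each time point, within time points over all libraries, and between vesicle-treated libraries at 24 h and 4 h. The share of parasite-only reads that were 22 or 23 nt long and began with G was to be compared with the control libraries, which had no parasite-only reads. It was compared instead with the same share of host-only reads within each vesicle-treated library, with a two-sided exact sign-flip test.

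Levels of single sequences are given as CPM, the count scaled to a common total of all reads in the library. Counts per sequence were tested with edgeR 4.0.16 in R 4.3.3, with TMM normalization, its default filter on low counts, and a robust quasi-likelihood F-test on a model with 1 mean for each of the 4 groups, fitted to all 11 libraries. The effect over both time points came from a model with time and treatment. The filter left 16300 sequences (14937 host-only, 1074 shared and 289 parasite-only) with 92.1% of the reads, and the common biological coefficient of variation was 0.89. P-values were adjusted by the Benjamini-Hochberg method over all sequences tested, with a threshold of 0.05. A list of 12 microRNA sequences of 20 bases, 5 of nematodes, 2 of both animal groups and 5 of mouse, had been written from general knowledge before the data were examined. Reads beginning with each were summed and tested in the same fit. The procedure was tested on simulated data made from the means and library sizes of the 16300 sequences. For each comparison, 200 sequences with a mean above 20 CPM after TMM scaling were changed by a log2 of 3. At 4 h 74% of them were recovered, with 18 false calls among 166. At 24 h 52% were recovered, with 6 false calls among 110. Rarer sequences were not changed, so the recovery of changes in them is not known. No smaller change was simulated.

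Sequences are named by a rule fixed before the data were examined: for each comparison and class, the 2 with the largest change in each direction among those past the threshold, with a mean of at least 10 CPM in the higher group and no overlap between the groups, and the 3 most abundant parasite-only sequences. The demand for no overlap was not applied to the difference between the time points, which compares 4 groups, and sequences outside the rule are said to be so. Folds against a group with no reads are lower limits, computed against 3 counts per library averaged over that group. Named sequences were matched exactly to the GENCODE vM21 transcripts, whose coordinates are on GRCm38. The authors' build is not given in the sources used here. Nuclear tRNA genes are not among those transcripts and the parasite's genome was not used here, so that sequences without a match can still be tRNA pieces.

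The alternatives were other scalings (DESeq2's size factors, host-only reads, library totals), other filters, DESeq2 1.42.0 in place of edgeR, counts summed over sequences sharing their first 18 bases, a replicate block, only the 2 groups compared in the fit, each library left out in turn, other denominators and lengths for the shares, and other positions of the marker sequences in the reads. Removal of the copied counts and removal of parasite-only sequences close to a host sequence were added after the data had been examined, as were the adjustment of p-values over host-only and shared sequences alone and the removal of 1 shared sequence from the shares. Other computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, edlib 1.3.9.post1 and matplotlib 3.10.9.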

Results

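Small RNA was sequenced from MODE-K mouse intestinal epithelial cells incubated with vesicles of Heligmosomoides bakeri, a nematode of the mouse gut, and from untreated cells. The comparisons ask which RNA of the parasite is found with the host cells after incubation with its vesicles. They also ask how its share of the reads differs between 4 h and 24 h, and whether the small RNA of the cells changes. Libraries were analysed from 3 untreated and 3 vesicle-treated cultures at 4 h and from 2 untreated and 3 vesicle-treated cultures at 24 h. The 11 libraries held 40873348 reads of 554422 distinct sequences. Untreated cultures at 4 h had 4122443, 3541879 and 4260884 reads, and vesicle-treated cultures at 4 h had 3410056, 5005025 and 2789578 reads. At 24 h the untreated cultures had 4429888 and 4501541 reads, and the vesicle-treated cultures had 3100560, 3153286 and 2558208 reads. No 2 replicates of a group were alike within counting error, since the chi-square per degree of freedom between replicate libraries was 10.1 to 43.5.

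Host-only sequences made up 92.7% to 94.5% of the reads of a library and shared sequences 4.99% to 6.64%. Parasite-only reads were counted in every vesicle-treated library and in no untreated library. Their share was 0.978% ± 0.187 (SD, n = 3) after 4 h and 0.629% ± 0.142 (SD, n = 3) after 24 h. The lowest share was that of replicate 1 of the vesicle-treated cultures at 24 h, 0.466% (95% Wilson interval 0.458% to 0.473%), and the highest that of replicate 3 at 4 h, 1.11% (1.10% to 1.12%). The untreated libraries held 0 parasite-only reads among 20856635 reads, and a count of 0 allowed shares of up to 6.66e-05% to 8.47e-05% per library. It is not known whether untreated libraries were compared with the parasite's genome in the same way, which limits every comparison of parasite-only reads with untreated cells.

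Vesicle-treated cells exceeded untreated cells by 0.978 percentage points at 4 h (two-sided exact permutation test, p = 0.1, the smallest that 20 arrangements allow) and by 0.629 percentage points at 24 h (two-sided exact permutation test, p = 0.1, the smallest that 10 arrangements allow). Within time points, over all libraries, the mean excess was 0.803 percentage points (two-sided exact permutation test, p = 0.005, the smallest that 200 arrangements allow). The setting that moved the 4 h value most kept only sequences with at least 10 reads, which gave 0.579 percentage points. The values at 24 h and within time points moved most when shared reads were counted with the parasite-only reads, which gave -0.520 percentage points at 24 h (exact permutation p = 0.2) and reversed that difference. The shared class alone differed by -1.15 percentage points at 24 h (exact permutation p = 0.1) and by 0.0235 percentage points at 4 h (exact permutation p = 1). Both negative values at 24 h rested on 1 shared sequence, GCATTGGTGGTTCAGTGG. Without it the shared class differed by 0.220 percentage points (exact permutation p = 0.3), and the shared and parasite-only reads together by 0.849 (exact permutation p = 0.1). Between the vesicle-treated groups, the parasite-only share at 24 h was 0.349 percentage points below that at 4 h, a difference of -0.349 (two-sided exact permutation test, p = 0.1). All 3 libraries at 24 h lay below all 3 at 4 h, and a design of 3 against 3 cannot give a smaller p. That full separation was lost with reads of 20 to 24 nt only, at -0.293 percentage points (exact permutation p = 0.3). It was also lost when shared reads were counted too, at -0.560 (exact permutation p = 0.2).

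**Figure D1:**
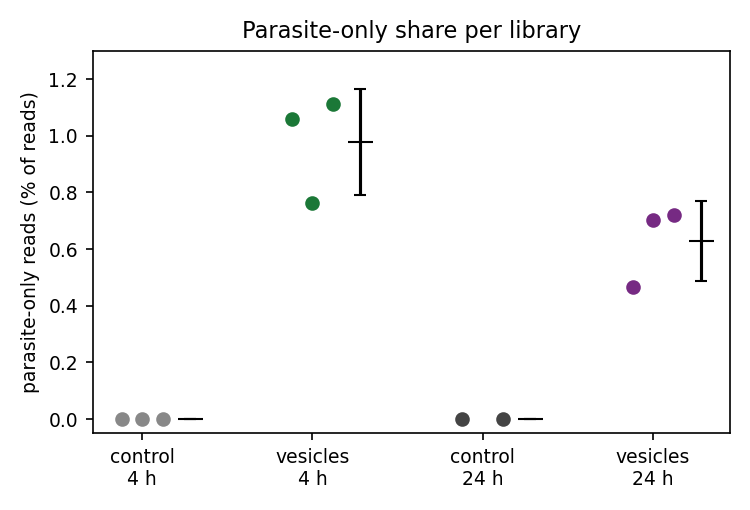
Parasite-only reads as a percentage of all reads (y axis) in each library (points), by group (x axis), with the group mean and SD (bars). The vesicle-treated libraries lie between 0.466% and 1.11%, and the untreated libraries are all at 0.

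The most frequent length of parasite-only reads was 23 nt in all 6 vesicle-treated libraries. Reads of 22 or 23 nt that began with G made up 39.1% ± 3.61 (SD, n = 3) of parasite-only reads at 4 h and 34.1% ± 5.76 (SD, n = 3) at 24 h. Over the 6 vesicle-treated libraries this share was 36.6% ± 5.10 (SD, n = 6), against 1.85% ± 0.547 of host-only reads and 0.623% ± 0.284 of shared reads in the same libraries. The difference between parasite-only and host-only reads was 34.8 percentage points and had the same sign in 6 of 6 libraries (two-sided exact sign-flip test, p = 0.03125, the smallest that 64 arrangements allow). G was the first base of 85.6% ± 2.33 (SD, n = 6) of parasite-only reads of 22 or 23 nt. The difference between 24 h and 4 h, -5.01 percentage points, did not exceed the spread between replicates (two-sided exact permutation test, p = 0.3). Without the parasite-only sequences close to a host sequence the share was 43.3%, the alternative that moved it most.

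**Figure D2:**
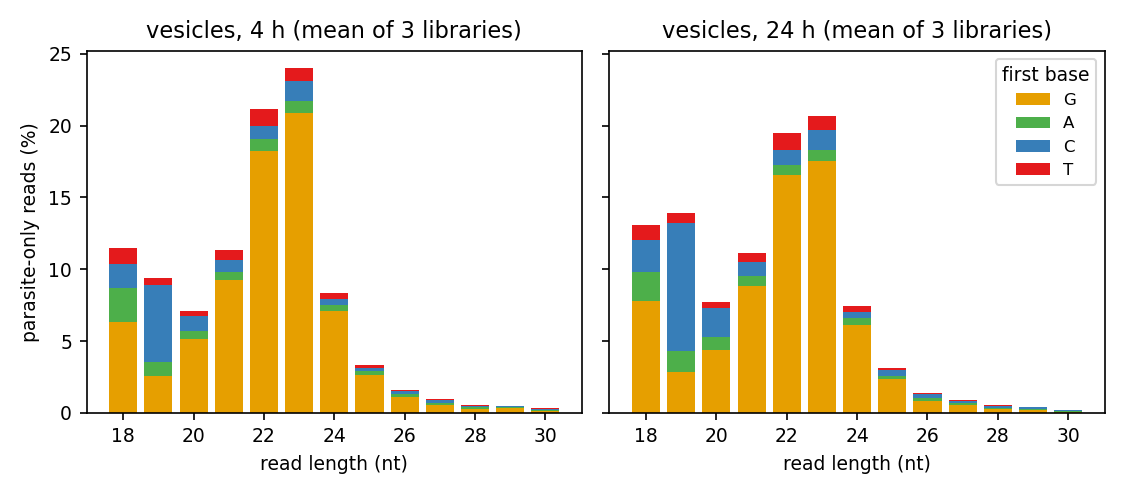
Length of parasite-only reads (x axis, nt) and their share of all parasite-only reads (y axis, %, mean of 3 libraries), coloured by first base, at 4 h and 24 h. Reads of 22 and 23 nt beginning with G form the main peak at both times, and most reads of 19 nt begin with C.

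At 4 h, 26 of the 16300 sequences tested differed between vesicle-treated and untreated cells at an adjusted p under 0.05 (edgeR quasi-likelihood test, Benjamini-Hochberg), of which 25 were parasite-only and higher and 1 was host-only and lower. At an unadjusted p under 0.05 there were 956. At 24 h, 34 sequences differed, 15 of them parasite-only and higher, 1 host-only and higher, 15 host-only and lower and 3 shared and lower, with 1381 at an unadjusted p under 0.05. Of the 18 lower host-only and shared sequences, 16 fall into 2 sets of overlapping or near-identical pieces (12 or more bases in a row in common), so that they are not separate observations. At both time points 15 sequences were called, all of them parasite-only and without reads in untreated cells, so that they could only be higher. No host-only or shared sequence was called at both by edgeR. With time as a term in the model, 76 sequences differed between vesicle-treated and untreated cells over both time points, 69 parasite-only and higher, 4 host-only and higher and 3 host-only and lower. Among the alternatives that kept all libraries and tested all classes, the tool moved these counts most: DESeq2 called 107 sequences at 4 h, 242 at 24 h and 194 over both. At 4 h edgeR without a filter on low counts called 84, among them 23 host-only sequences that were higher and 29 that were lower. At 24 h the DESeq2 calls held 101 host-only sequences that were higher and 88 that were lower. Those of edgeR were among the DESeq2 calls for 26 of 26 at 4 h, 34 of 34 at 24 h and 75 of 76 over both. Without replicate 2 of the untreated cells at 24 h edgeR called 226, 58 and 212 sequences, and without replicate 3 it called 219, 67 and 241. Without replicate 1 of the vesicle-treated cells at 4 h it called 52 at 24 h. When p-values were adjusted over host-only and shared sequences alone, edgeR called 0 of them at 4 h, 18 at 24 h and 0 over both time points, with 712, 1255 and 871 at an unadjusted p under 0.05. DESeq2, adjusted over all classes, called 16 host-only sequences higher and 9 lower at 4 h, and 24 higher and 14 lower over both. It gave no adjusted p for 1718 of the 16300 sequences at 4 h, 7715 at 24 h and 282 over both.

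The most abundant parasite-only sequence was CGTAGATCCGAACTTGTGT, at 445 ± 228 CPM (counts scaled to a common library total; SD, n = 3) at 4 h and 471 ± 71.8 (SD, n = 3) at 24 h. With no reads in the untreated libraries, it was at least 585-fold higher at 4 h and at least 701-fold higher at 24 h. It is the shared sequence CGTAGATCCGAACTTGTG with 1 base added at its 3' end, and the shared sequence had 6934 reads in the untreated libraries. GTAGATCCGAACTTGTGT lies inside it and had 131 ± 65.3 CPM (SD, n = 3) at 4 h and 138 ± 22.5 (SD, n = 3) at 24 h, at least 173-fold and 205-fold higher than in untreated cells. GCCTGTCTGAGCGTCGCT had 267 ± 139 CPM (SD, n = 3) at 4 h and 200.5 ± 35.9 (SD, n = 3) at 24 h, at least 352-fold and 298-fold higher than in untreated cells. From general knowledge, it is also a piece of mouse 5.8S ribosomal RNA, which is otherwise nearly missing from the table. None of these matched a GENCODE vM21 transcript.

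Among the host-only sequences that met the naming rule, the effect over both time points was largest for CAGCAGCAATTCATGTTTTG, which lies in Mir322 (GRCm38 chromosome X, 53054308 to 53054327, minus strand). Its log2 fold change was 4.56 (SE 0.89, edgeR adjusted p = 0.0101), from 0.488 ± 0.391 CPM (SD, n = 3) in untreated to 9.89 ± 10.9 (SD, n = 3) in vesicle-treated cells at 4 h. CAGTTACCTTCCTTGGATGTCTGAGTGA lies in the small nucleolar RNA gene Snord14e (GRCm38 chromosome 9, 40804810 to 40804837, plus strand) and rose by 4.12 (SE 0.86, edgeR adjusted p = 0.0457). It lost its call under 5 alternatives that kept all libraries, with log2 fold changes of 4.09 to 4.39. A piece without its first bases, named below, went the other way. That piece had means of 10.4 CPM in vesicle-treated and 17.6 in untreated cells at 4 h, and 0.497 and 8.01 at 24 h. GCATTGGTGGTTCAGTGGTAGAATTCTC matched no annotated transcript and fell by 2.47 on the log2 scale (SE 0.48, edgeR adjusted p = 0.0101). It is the shared sequence GCATTGGTGGTTCAGTGG, named above, with further bases at its 3' end, so that it may not be a separate observation. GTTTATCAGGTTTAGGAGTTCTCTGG matched transcripts of 12 genes, so that its source is uncertain, and fell by 2.30 on the log2 scale (SE 0.46, edgeR adjusted p = 0.0129). With a filter of at least 10 CPM in 3 libraries, none of these 4 host-only sequences passed the threshold. None did when edgeR's p-values were adjusted over host-only and shared sequences alone (adjusted p = 0.120 to 0.519). With copied counts removed, edgeR called 0 host-only sequences higher and 3 lower over both time points. The calls of the Mir322 and Snord14e sequences were thus lost in that setting. Another 3 host-only sequences with larger changes, 6.45, 4.67 and -4.59, did not meet the rule. Single libraries decided their calls too: the Mir322 sequence lost its call without replicate 1 of the vesicle-treated cells at 4 h (3.72), GCATTGGTGGTTCAGTGGTAGAATTCTC without replicate 1 of the untreated cells at 4 h (-2.16), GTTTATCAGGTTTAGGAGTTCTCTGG without replicate 3 of the untreated cells at 4 h (-2.22) or replicate 2 at 24 h (-1.89), and the Snord14e sequence when any 1 of 6 libraries was left out (3.97 to 4.34).

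The vesicle effect differed between 24 h and 4 h for 12 sequences (edgeR quasi-likelihood test of the interaction, Benjamini-Hochberg), 10 host-only and 2 shared, all with a lower effect at 24 h, and 959 had an unadjusted p under 0.05. DESeq2 called 46, among them all 12, with a higher effect at 24 h for 15 and a lower one for 31, and edgeR without a filter on low counts called 14 higher and 29 lower. Without replicate 1 of the vesicle-treated cells at 4 h edgeR called 21, and without replicate 2 or 3 of the untreated cells at 24 h it called 54 or 57. All 12 had their highest mean in the untreated cells at 24 h. Parasite-only sequences had no reads in untreated cells at either time, so the interaction test could not call them. GCATTGGTGGTTCAGTGG, a shared sequence without a match in the annotation, had 236 ± 69.3 CPM (SD, n = 3) in untreated and 388 ± 121 (SD, n = 3) in vesicle-treated cells at 4 h, and 14551 ± 134 (SD, n = 2) in untreated and 118 ± 33.8 (SD, n = 3) in vesicle-treated cells at 24 h. Its effect at 24 h minus that at 4 h was -8.02 on the log2 scale (SE 0.53, edgeR adjusted p = 1.07e-09). The largest difference was that of TGGTTAGTACTTGGATGGGAGACCGCCT, a host-only sequence found in 49 annotated ribosomal RNA genes, among them Gm22109, with -11.16 (SE 1.23, edgeR adjusted p = 2.07e-05). It had 56.0 ± 9.97 CPM (SD, n = 2) in untreated cells at 24 h and at most 1 read in any vesicle-treated library at that time. GCATTGGTGGTTCAATGG differed by -9.65 (SE 1.06, edgeR adjusted p = 3.05e-05) and GCATGGGTGGTTCAGTGG by -5.49 (SE 0.83, edgeR adjusted p = 0.00184). Both are within 1 base of GCATTGGTGGTTCAGTGG. In 11 of the 12, the 12 bases that follow the 3' end in longer reads had at most 3 changes from the start of a common small RNA adapter, TGGAATTCTCGG, against 1.51% of the 13643 tested sequences with such a context. These 11 share only 2 such stretches and are overlapping pieces, not separate observations. The changes include insertions and deletions.

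**Figure D3:**
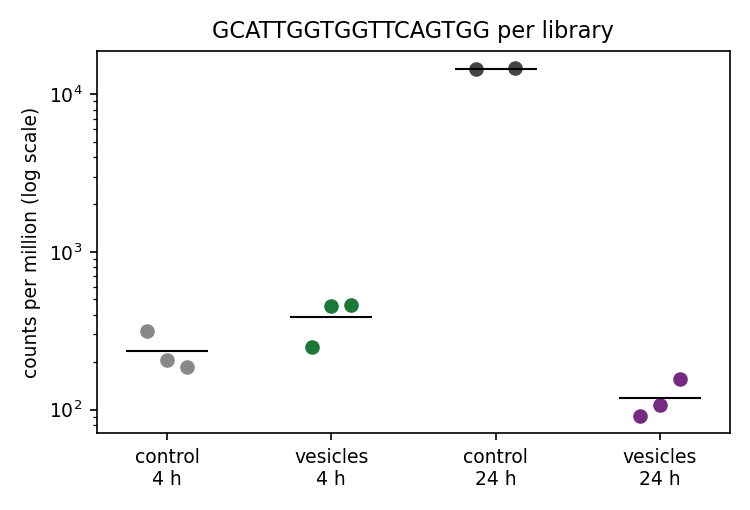
CPM of GCATTGGTGGTTCAGTGG (y axis, log scale) in each library (points) by group (x axis), with group means (lines). The 2 untreated libraries at 24 h stand far above the other 9 libraries.

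In untreated cells, 9 sequences differed between 24 h and 4 h (edgeR quasi-likelihood test, Benjamini-Hochberg), 5 host-only and 2 shared that were higher at 24 h and 2 host-only that were lower, with 929 at an unadjusted p under 0.05 and 91 called by DESeq2. The DESeq2 calls were 42 higher and 49 lower, and edgeR without a filter on low counts called 29 higher and 22 lower. There were 22 without replicate 1 of the vesicle-treated cells at 4 h, and 53 and 45 without replicates 2 and 3 of the untreated cells at 24 h. The 7 higher ones fall into the same 2 sets of overlapping pieces as the sequences called for the interaction and are all among those, so that they are not a separate result. GCATTGGTGGTTCAGTGG was among them, with a log2 fold change of 5.96 (SE 0.42, edgeR adjusted p = 3.05e-09). GGTTCCATAGTGTAGCGGTTA was lower by a log2 fold change of -6.79 (SE 1.12, edgeR adjusted p = 0.00895), from 16.1 ± 4.51 CPM (SD, n = 3) to at most 1 read per library. That call was lost without replicate 2 of the untreated cells at 24 h (-5.93) and without a filter on low counts (-6.72). ATCAAATGATGATATCACCTAAAATAG, also host-only, differed by -6.39 (SE 1.19, edgeR adjusted p = 0.0297), from 12.3 ± 4.18 CPM (SD, n = 3) to at most 1 read per library. With copied counts removed, edgeR called 0 sequences lower in this comparison. In vesicle-treated cells, 57 sequences differed between 24 h and 4 h, with 1949 at an unadjusted p under 0.05. Of these calls, 43 host-only and 1 shared were higher and 11 host-only and 2 shared were lower. Some of the higher ones are overlapping pieces, such as CGAGCGGTCGGCGTCCCCCAAC and GAGCGGTCGGCGTCCCCCAAC, so that the 44 are not separate observations. Reads of 18 or 19 nt made up 10.8% to 18.4% of vesicle-treated libraries at 24 h, against 6.37% to 10.2% at 4 h. In untreated libraries at 24 h they made up 7.77% to 8.14%. The TMM factor of vesicle-treated replicate 3 at 24 h was 1.53. A shift in the make-up of these libraries thus cannot be told apart from separate changes of the called sequences. Of the 13 lower ones, 3 were also called for the interaction. DESeq2 called 389, whereas the fit of the 2 vesicle-treated groups alone called 0 of 7259 sequences tested, with 892 at an unadjusted p under 0.05. Single libraries moved the count to 24 without replicate 1 of the vesicle-treated cells at 24 h, 92 without replicate 2 of the untreated cells at 4 h, and 303 and 319 without replicates 2 and 3 of the untreated cells at 24 h. With all libraries and the filter on low counts, edgeR and DESeq2 called 0 parasite-only sequences in this comparison. Without the filter edgeR called 2 that were higher and 1 that was lower at 24 h, and without replicate 2 or 3 of the untreated cells at 24 h it called 2 higher and 3 or 4 lower.

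GGGGGTCCCCGGTGCTCGGAT, which lies in Mir615 (GRCm38 chromosome 15, 103014926 to 103014946, plus strand), had 0.884 ± 1.06 CPM (SD, n = 3) at 4 h and 58.3 ± 7.79 (SD, n = 3) at 24 h in vesicle-treated cells. The log2 fold change was 5.63 (SE 1.01, edgeR adjusted p = 0.0181), and the call was lost with a replicate block (5.73), in the fit of the 2 groups alone (5.64), without replicate 2 at 4 h (5.49) and without replicate 1 at 24 h (5.56). In untreated cells the same sequence had 0.898 ± 0.327 CPM (SD, n = 2) at 24 h. TCTGACTTGAGCAAGTGACATTC, in Snora24 (GRCm38 chromosome 3, 123507937 to 123507959, minus strand), had no reads in vesicle-treated cells at 4 h and 10.3 ± 10.7 CPM (SD, n = 3) at 24 h, at least 12.1-fold higher. Replicate 3 at 24 h decided that limit, which was at least 4.88-fold without it. GTTACCTTCCTTGGATGTCTGAGTGA, in Snord14e (GRCm38 chromosome 9, 40804812 to 40804837, plus strand), differed by -4.71 (SE 0.95, edgeR adjusted p = 0.0222), and GCTTGGCTGTTCATTCTTGTAAACTTTTCT, without a match, by -3.90 (SE 0.76, edgeR adjusted p = 0.0164). The shared sequences GTGGATCGCCTCAGCTGC and ACAGCAGGACGGTGGCCATGGAAGT differed by 2.49 and -3.42. Each of the last 5 sequences lost its call in the fit of the 2 groups alone. Each also lost it when any 1 of 3 to 5 libraries was left out, and the direction was always kept. GTTACCTTCCTTGGATGTCTGAGTGA is the Snord14e sequence CAGTTACCTTCCTTGGATGTCTGAGTGA without its first 2 bases. In vesicle-treated cells the longer form had 14.6 CPM at 4 h and 33.4 at 24 h, and the shorter form 10.4 and 0.497. The 2 overlapping forms moved in opposite directions, so neither shows a change of Snord14e as a whole. GCATTGGTGGTTCAGTGG was also lower at 24 h in vesicle-treated cells, with a log2 fold change of -2.05 (SE 0.34, edgeR adjusted p = 0.00422), and lost its call in the fit of the 2 groups alone (-2.04).

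Of the marker microRNAs, the nematode miR-71-5p (reads beginning with TGAAAGACATGGGTAGTGAG) had 55.8 ± 15.4 CPM (SD, n = 3) at 4 h and 28.9 ± 5.77 (SD, n = 3) at 24 h in vesicle-treated cells and 0 in every untreated library, at least 73.5-fold and 43.0-fold higher. Its difference between the vesicle-treated groups was -1.21 on the log2 scale (SE 0.51, edgeR p of 0.0767 adjusted over the list alone). The nematode miR-87-3p had 3 to 5 reads per vesicle-treated library at 4 h and 0 to 3 at 24 h, and miR-79-3p, lin-4-5p and miR-60-3p had none. At 4 h no mouse or shared marker approached the threshold, and the smallest edgeR p adjusted over the list alone was 0.869. At 24 h, 3 markers passed when adjusted over the list alone and 1, miR-71-5p, when adjusted over all sequences tested. Every mouse or shared marker but the scarce miR-200c-3p (log2 fold change 3.24, SE 2.99) was lower in vesicle-treated cells. Among those that did not pass, let-7a-5p differed by -0.56, miR-100-5p by -0.87, miR-192-5p by -0.51 and miR-31-5p by -0.86 on the log2 scale. TMM factors were 1.03 to 1.53 in vesicle-treated and 0.872 to 0.934 in untreated libraries at 24 h. They enter these log2 values but not CPM, and markers were not fitted with library totals alone. Mouse miR-21a-5p had 29639 ± 1325 CPM (SD, n = 2) in untreated and 15762 ± 2500 (SD, n = 3) in vesicle-treated cells, a log2 fold change of -1.28 (SE 0.39, edgeR p of 0.00951 adjusted over the list alone and 0.259 over all sequences). Mouse miR-182-5p had 584 ± 45.6 CPM (SD, n = 2) and 291 ± 69.9 (SD, n = 3), a log2 fold change of -1.36 (SE 0.40, edgeR p of 0.00951 adjusted over the list alone and 0.244 over all sequences). The interaction test called 0 markers, with 1 at an unadjusted p under 0.05. For that marker, miR-182-5p, the effect at 24 h minus that at 4 h was -1.20 (SE 0.54, edgeR p of 0.324 adjusted over the list alone). The test could not call miR-71-5p or miR-87-3p, which had no reads in untreated cells. Between 24 h and 4 h, 1 marker, miR-182-5p, passed in vesicle-treated cells (-1.22, SE 0.37, edgeR p of 0.0269 adjusted over the list alone and 0.166 over all sequences). None passed in untreated cells, where edgeR gave 0 at an unadjusted p under 0.05. Reads of 21 to 23 nt, the length of most microRNAs, made up 62.1% ± 9.09 (SD, n = 3) of the reads of vesicle-treated libraries at 24 h and 70.1% ± 1.55 (SD, n = 2) in untreated cells. Replicate 3, at 51.7%, carried most of that gap, and without it the mean of the vesicle-treated libraries was 67.3%.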

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

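The interaction test below was fixed before the data were examined. The tests on the bases after the 3' end, on 1-substitution forms and on copied counts were chosen only after the result was seen. The settings with library totals alone and with single libraries left out had been fixed before, and only their use to weigh explanations came after.

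The vesicle effect differed between 24 h and 4 h for 12 sequences by edgeR's interaction test, and in all 12 the difference came with a high level in the 2 untreated libraries at 24 h. The 2 with the largest differences among the host-only sequences were TGGTTAGTACTTGGATGGGAGACCGCCT (-11.16 on the log2 scale) and GCATTGGTGGTTCAATGG (-9.65), and the 2 shared sequences were GCATTGGTGGTTCAGTGG (-8.02) and GCATGGGTGGTTCAGTGG (-5.49). GCATTGGTGGTTCAGTGG alone had 14551 ± 134 CPM (SD, n = 2) in those libraries and means of 118 to 388 in the other groups. The 5' ends of the 12 sequences differ only in part. The called sequences GCATTGGTGGTTCAGTGG, GCATTGGTGGTTCAATGG, GCATGGGTGGTTCAGTGG and GCATTTGTGGTTCAGTGG all start with GCAT and are equally long, so that they share their start too. The 12 sequences have only 3 distinct 3' ends, TTCAGTGG, TTCAATGG and GACCGCCT. From general knowledge, the former 2 ends fall within the 5' part of a glycine tRNA, and by its annotation the third falls within 5S-type ribosomal RNA.

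Several technical explanations are argued against by the tables. Copied counts are not the whole cause, since GCATTGGTGGTTCAGTGG kept its call with copied counts removed (-8.00). A difference in scaling is not either, since it kept its call with library totals alone (-7.66), although the number of calls fell to 6. A single aberrant control library is not the cause, since the call was kept without either of the 2 untreated libraries at 24 h, the smaller value being -7.95. With only 2 libraries in that group, a feature that both share, such as the day of preparation, cannot be separated from the absence of vesicles at 24 h.

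The bases that follow these ends in longer reads of the table bear on how the 3' ends arose. In 11 of the 12 sequences, the 12 bases after the end had at most 3 changes from the adapter start TGGAATTCTCGG, a sequence taken from general knowledge, against 1.51% of 13643 tested sequences with such a context, but the 11 share only 2 stretches and are not separate observations. TAGAATTCTCGC, after the TTCAGTGG end, had 2 changes, and GGGAATACCGGG, after the GACCGCCT end, had 3. Changes include insertions and deletions, without which GGGAATACCGGG would have more than 3. A candidate explanation is that adapter-like stretches were trimmed, or primed during reverse transcription, more often in those 2 libraries. If so, other sequences ending at such stretches should also be more abundant there and have lower interaction values. Without the ends of the called sequences, such sequences made up 0.204% to 0.215% of the reads of the 2 untreated libraries at 24 h, against 0.123% to 0.217% of those of the other 9 libraries. Replicate 3 of the vesicle-treated cells at 4 h alone set that upper end, and the next highest library had 0.187%. Among 154 tested sequences with other ends, the median was lower than that of the remaining sequences by a log2 difference of -0.81, and 34 of 830 shuffled adapters gave a difference as low, but 63 of 830 gave one as far from 0 in either direction. The shuffled adapters marked fewer sequences, with a median of 40, so their medians spread more widely. Of the 10 that marked at least 100 sequences, 0 gave a difference as far from 0, but 10 are too few for a share under 0.05. The same difference for the vesicle effect at 4 h was -0.02. The lower values did not come from the untreated cells alone: for the 42 of these sequences with at most 2 changes from the adapter, the median log2 change from 4 h to 24 h was 0.40 in untreated and -0.80 in vesicle-treated cells, and for the 112 with 3 changes it was 0.21 and -0.28. Trimming or priming cannot be told apart from real 3' ends of cellular RNA on this evidence, because 1 library decides whether the share of reads exceeds that of all others, the vesicle-treated cells changed too, few shuffled adapters match in size, and the adapter of the kit is not given in the labels.

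GCATTGGTGGTTCAATGG and GCATGGGTGGTTCAGTGG are 1-substitution forms of GCATTGGTGGTTCAGTGG, and 3 of its 11 such forms in the table were called. Together these forms amounted to 3.17% to 3.38% of the parent in the untreated libraries at 24 h and to 3.03% to 8.83%, with a median of 5.51%, in the other 9 libraries. That pooled share is no higher where the parent is abundant. The forms may be misread copies of the parent that match other places in a genome, and they should not be counted as separate observations. Single forms did not keep a fixed share, so misreading stays open for each. From 4 h to 24 h in untreated cells, the log2 fold change was 5.96 for the parent. It was 7.07 for GCATTGGTGGTTCAATGG and 3.33 for GCATGGGTGGTTCAGTGG. A response of the cells to vesicles at 24 h, or a change in untreated cells over that time, remains open and was not tested apart from these comparisons.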

How the results depend on the processing

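The settings without copied counts, without parasite-only sequences close to a host sequence, without GCATTGGTGGTTCAGTGG and with p-values adjusted over host-only and shared sequences alone, and the counts of other splits of the libraries, were chosen only after the results were seen. The remaining settings were fixed before the data were examined.

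The excess of parasite-only reads at 4 h, its excess within time points and its fall from 4 h to 24 h kept their direction under every setting run, and the excess at 24 h did so under all but 1. With shared reads counted as parasite reads, the difference at 24 h was -0.520 percentage points (exact permutation p = 0.2) and that within time points 0.241 (exact permutation p = 0.5). By construction this adds the shared class, and the reversal rested on GCATTGGTGGTTCAGTGG: without that sequence the values were 0.849 (exact permutation p = 0.1) and 0.918 (exact permutation p = 0.005). Sequences with at least 10 reads gave 0.579 at 4 h, 0.366 at 24 h and 0.473 within time points. Leaving out 1 library gave 0.911 to 1.08 percentage points at 4 h, 0.584 to 0.711 at 24 h, 0.770 to 0.857 within time points and -0.456 to -0.267 for 24 h against 4 h. The share of parasite-only reads of 22 or 23 nt beginning with G was 30.7% for sequences with at least 10 reads, 43.0% of distinct sequences and 43.3% without sequences close to a host sequence, and 35.3% to 38.2% with 1 library left out. The cause was not tested.

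Replicate numbers did not pair the libraries: deviations from the group means correlated by -0.0478 to 0.0687 over 15 pairs with the same number and by -0.0671 to 0.0641 over 30 pairs with different numbers. With a replicate block, the parasite-only excess within time points was 0.871 percentage points and its exact sign-flip p was 0.0625, the smallest that 32 arrangements allow. The block gave 91 calls for vesicles against control at 24 h and 99 for vesicle-treated cells at 24 h against 4 h, and it gave 6, 2 and 6 markers adjusted over the list alone for vesicles against control at 24 h, the interaction and the change with time in vesicle-treated cells. It moved no other count by over 1.5 times. For the length and first base, vesicle-treated libraries could not be paired with untreated ones, which had no parasite-only reads. The difference in that share between 24 h and 4 h was not paired by replicate number.

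Counts of called sequences depended strongly on the filter and the tool. In the order vesicles against control at 4 h, at 24 h and over both times, interaction, untreated cells over time and vesicle-treated cells over time, the reported counts were 26, 34, 76, 12, 9 and 57. Without a filter they were 84, 85, 124, 43, 51 and 95, and with DESeq2 107, 242, 194, 46, 91 and 389. DESeq2 gave no adjusted p for 1718, 7715, 282, 10855, 9602 and 8030 of the 16300 sequences. With at least 10 CPM in 3 libraries the counts moved to 13 at 4 h and 13 over both times. They moved to 4 in untreated cells over time and 101 in vesicle-treated cells over time. Summing over the first 18 bases gave 53 at 4 h, 18 in untreated cells over time and 100 in vesicle-treated cells over time. A fit of the 2 groups compared gave 13, 56, 28 and 0 for the comparisons at 4 h, at 24 h, of untreated cells over time and of vesicle-treated cells over time. Removing copied counts gave 52 at 24 h and 173 in vesicle-treated cells over time. With p-values adjusted over host-only and shared sequences alone, which by construction leaves out parasite-only calls, there were 0 at 4 h, 18 at 24 h and 0 over both times, so that the host-only calls at 4 h and over both times depended on the parasite-only sequences in the adjustment. Library totals alone gave 6 for the interaction and 5 in untreated cells over time. Except where fewer sequences or libraries entered by construction, the cause was not tested. Library totals also moved the split of calls from 16 higher and 18 lower to 16 and 10 at 24 h, and from 44 and 13 to 65 and 4 in vesicle-treated cells over time.

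Leaving out 1 library gave 18 to 226, 23 to 67, 54 to 241, 8 to 57, 6 to 53 and 24 to 319 calls in the same order. The high ends came from leaving out an untreated library at 24 h: 226, 58, 212, 54, 53 and 303 calls without replicate 2, and 219, 67, 241, 57, 45 and 319 without replicate 3. With 1 library left in that group, the filter by construction kept 28560 and 28668 sequences in place of 16300, and the lone library was assumed to vary like the other groups. Without the other libraries in turn, the ranges were 18 to 28, 23 to 52, 54 to 75, 8 to 21, 6 to 22 and 24 to 92. Replicate 1 of the vesicle-treated cells at 4 h moved the count at 24 h to 52, the interaction to 21 and untreated cells over time to 22, replicate 2 of the untreated cells at 4 h moved vesicle-treated cells over time to 92, and replicate 1 of the vesicle-treated cells at 24 h moved it to 24. Marker calls ranged over 1 to 1 at 4 h, 2 to 4 at 24 h, 0 to 0 for the interaction and for untreated cells over time, and 0 to 5 for vesicle-treated cells over time. For the last, the count was 5 without replicate 3 of the vesicle-treated cells at 4 h and 0 without any 1 of 7 others, namely all 3 untreated cultures at 4 h, replicates 1 and 2 of the vesicle-treated cells at 4 h and replicates 2 and 3 at 24 h.

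Of 33 results for named sequences, 18 kept their direction and call in every setting that gave them an adjusted p. Settings in which a filter dropped the sequence or gave it no adjusted p were not counted as lost calls. Counts summed over the first 18 bases were not matched to named sequences. Over 299 values under other settings, 263 kept both, 36 kept the direction without the call and 0 reversed. With 1 library left out, 316 of 363 kept both and 47 kept the direction alone.

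In 1 of the 10 splits of the 6 libraries at 4 h, the real one, edgeR called as many as 26 sequences. The other splits called at most 4. Of the 26, 25 were parasite-only with 0 reads in all untreated libraries, which only the real split sets apart. Of host-only and shared sequences the real split called 1, and 6 of the 10 splits called as many. For vesicle-treated cells over time, 1 of 10 splits called as many as 57, and the others at most 2. Neither design can exclude chance, since 10 splits cannot give a share under 0.05. Over both time points, 1 of 100 splits drawn, the real one, called as many as 76 and the others at most 7, so that a chance split was excluded for that count. Of the 76, 69 were parasite-only with 0 reads in all untreated libraries, which only the real split sets apart, so the comparison adds nothing to that absence of reads. For host-only and shared sequences adjusted over these alone, the real split called 0. All 100 splits thus called as many by construction, and nothing was decided. Adjusted over all sequences, the real split called 7 of them and the others at most 4. Those 7 depended on the parasite-only sequences in the adjustment, so that this count cannot decide it either. Sequences below the filter were tested only in the setting without a filter. Changes smaller than a log2 of 3, and changes in the less abundant of the tested sequences, were not simulated.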

Other observations

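All tests of explanations in this part were chosen only after the result was seen.

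A shorter sequence often had exactly the count of a longer sequence that begins with it. Where a sequence began exactly 1 longer sequence of the same library and held either 0 or that sequence's count, it held the count in 96.3% to 97.9% of cases per library. The same scan for sequences sharing a 3' end gave 3.64% to 7.64%. AGCCGCCTGGATACCGCA and AGCCGCCTGGATACCGCAGC both had 20392 reads in replicate 3 of the vesicle-treated cells at 4 h, as had AGCCGCCTGGATACCGCAGCTAGGAATAA. RNA fragments of equal abundance would repeat counts at either end, which the value of 7.64% argues against. A candidate explanation is that the count table was put together by looking up sequences with partial matching of names, which fills an absent sequence from the only longer one that begins with it, and the lowest value of 96.3% is what this would give. The copied cells held 239167 reads, or 8.57%, in that library, the highest share of the 11. No biological explanation was tested.

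Rare sequences had their reads in the same library. Of 93827 sequences with exactly 2 reads in the table, after removal of copied counts, 98.2% had both in 1 library, against 9.50% for reads spread by depth. Of 88433 sequences with 3 reads, 96.8% had all in 1 library, against 0.939%. The most common count of a sequence was 3 or 4 in replicate 3 of the untreated cells at 4 h and in the vesicle-treated libraries at 4 h, and 1 in the other 7 libraries. The value of 98.2% is consistent with copies of single molecules made during the 18 cycles of amplification, so that reads of rare sequences may not be separate molecules. A difference in the number of copies between libraries would then matter for sequences near the filter. No biological explanation was tested.

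The mean of the most abundant parasite-only sequence, CGTAGATCCGAACTTGTGT, did not fall between 4 h and 24 h as the parasite-only share did. Replicates 1 to 3 had 185, 534 and 614 CPM at 4 h and 408, 456 and 549 at 24 h. Replicate 1 at 4 h alone thus decided the direction. From general knowledge, the first 18 bases of the sequence are the 3' part of miR-100-5p, which the mouse has too. The shared form, which lacks the last base, had 334 ± 41.3 CPM (SD, n = 5) in untreated and 447 ± 193 (SD, n = 6) in vesicle-treated libraries. Over the 6 vesicle-treated libraries, the sequence followed the shared form with Pearson's r of 0.759 (exact permutation p = 0.1, adjusted 0.2 over 2 relations) and Spearman's rho of 0.886 (exact permutation p = 0.0333, adjusted 0.0667), and r was 0.664 without the 2 libraries farthest from the median. With all other parasite-only reads r was -0.143 (exact permutation p = 0.796) and rho 0.371 (exact permutation p = 0.497), and r was 0.834 without the 2 farthest libraries. Each time point has too few libraries for values of its own. The sequence may be mouse RNA with an added base. If untreated libraries had been handled alike and the ratio to the shared form of 1.05 held there, they would have had 7315 reads of it, and they had 0. That value argues for the parasite as the source, unless the way classes were assigned kept such reads out of the untreated libraries. These cannot be told apart, since the assignment is not given in the sources used here.

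GCCTGTCTGAGCGTCGCT, with 4882 reads in vesicle-treated and 0 in untreated libraries, is also a piece of mouse 5.8S ribosomal RNA, as known from general knowledge, ending 1 base before its 3' end. Ribosomal fragments are common in small RNA libraries, yet other pieces of mouse 5.8S rRNA had 6 reads in vesicle-treated and 4 reads in untreated libraries. Mouse 5.8S rRNA was thus nearly missing from the table, and the sequence could be mouse 5.8S rRNA left in the parasite-only class because the same bases occur in the parasite's genome. The 4 reads are what that would give, but the parasite's own RNA can hold the same 18 bases, and the parasite's genome was not used here, so that the sources cannot be told apart. If it were mouse RNA, its absence from untreated libraries would mean that these had not been searched for parasite sequences in the same way.

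In all, 931 parasite-only sequences, with 25547 reads or 15.9% of the class, were 1 substitution or up to 3 added end bases from a host-only or shared sequence with at least 10 reads in untreated libraries. Their level at 24 h was 0.849 of that at 4 h (exact permutation p = 0.4), whereas that of the other parasite-only sequences was 0.610 (exact permutation p = 0.1, the smallest that 20 arrangements allow). The difference between these ratios was not tested. The fall of the parasite-only share could be weakened by mouse RNA within the class, but with 3 libraries a group the value of 0.610 cannot be told apart from no change. Loss of parasite RNA from the cells between 4 h and 24 h is a biological explanation that stays open. Only shares of reads were measured, so a lower share need not be a lower amount of parasite RNA.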
